A study of Drosophila melanogaster with 3 samples. Its data were reported in "The long noncoding RNA mimi scaffolds neuronal granules to maintain nervous system maturity" (2022).

How the data were processed

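Heads of untreated adult wild-type flies (*Drosophila melanogaster*) raised at 25°C were the material of all 3 libraries. Per the labels, total RNA was extracted with QIAzol, and 150 ng went into the TruSeq Stranded mRNA kit, which pulls down polyadenylated RNA on oligo-dT beads before strand-specific libraries are made. The labels place all 3 libraries in 1 group, with replicate numbers 1 to 3. No treated, mutant or total RNA library was analysed here, so no contrast between groups exists, and the comparisons are between genes within a library and between replicates.

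The authors deposited 1 table of raw read counts per FlyBase gene ID, with 1 column per library. Per the labels, these counts came from featureCounts, and the methods of the study name the snakePipes RNA-seq module with a *Drosophila* annotation for mapping and counting. The aligner version, the strand setting and the handling of reads that overlap several genes or map to several places are not stated. The deposited counts are not normalised. The table listed 17558 genes, of which 4649 had no count in any library. It held no summary lines without a gene name, and 0 columns of per-sample values were left unused.

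Gene symbols, classes, coordinates and exon lengths were taken from Ensembl release 115 (assembly BDGP6, the dm6 coordinates), which is a later release than the one named in the methods of the study. By FlyBase ID, 17252 table genes were matched (98.3%), and 306 were not. Unmatched genes stayed in the library totals and in the tests under their ID, with no class, length or position. The annotation held 614 genes with an ID above the highest in the count table. Exon length was the union of all annotated exons of a gene. Long noncoding genes were those that release 115 names as lncRNA or antisense RNA, and replication-dependent histones were taken by name.

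Values were scaled to counts per 1000000 counts (CPM) over the total of all genes. Confidence intervals of a share of counts were Wilson 95% intervals, and the floor for a gene without counts was 3 counts of the library total. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. A gene was called detected with at least 10 counts summed over the libraries. Ratios of *mimi* to another gene were log2 values per library with 0.5 count added to each gene, tested with a two-sided exact sign-flip permutation test whose smallest possible p with 3 libraries is 0.25. Correlations between libraries were computed across genes on log2(CPM + 1), and genes are not independent replicates. A chi-square test of the counts of each pair of libraries was run over genes with at least 10 counts in the pair, as a check for a library deposited more than once.

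Variability between replicates was fitted with edgeR 4.0.16 (R 4.3.3) on the deposited counts, with TMM scaling, filterByExpr and an intercept-only design. The square root of the common dispersion is the biological coefficient of variation. The quasi-dispersion of each of 9049 genes was compared with its fitted prior by the upper tail of an F distribution, with Benjamini-Hochberg adjustment and a threshold of 0.05. This asks whether the replicates of a gene differ more than those of genes of like abundance. DESeq2 1.42.0 dispersion outliers were an alternative. Counts were simulated for 9049 genes, with 200 genes changed in 1 library each. The fit recovered 30.5% of changes of 2-fold, 91.0% of changes of 4-fold and 99.5% of changes of 8-fold. Every call was among the changed genes. Each simulated gene had the dispersion fitted for its abundance, with no further spread between genes. Real genes vary around that fit, so recovery in the data can be lower and false calls can occur.

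8 gene lists were compared between libraries: yolk protein genes (female-enriched), roX genes (male-enriched), clock, antimicrobial peptide, heat shock, neuropeptide, photoreceptor and thoracic muscle genes. For each, the mean of log2(TMM-scaled CPM + 1) over detected members was taken per library. Its range over libraries was placed among 10000 random lists of the same size drawn within 100 ranks of mean expression on each side. In counts simulated over 10100 genes, 7.0% of 200 unshifted lists of 10 genes lay past the 95th percentile. Of lists raised by a log2 value of 0.25 in 1 library, 77.5% did. A percentile just over 95 is therefore weak evidence. All simulated genes had the same spread between libraries, so recovery in the data can be lower. The RNAs that the study classed as *mimi* granule components were compared in the same way with 10000 random lists from genes with a mean count over 10. That classification used other libraries of the study. 1 symbol of the antimicrobial list, Drs, was not matched, so that list was scored without it. Whether Drs is among the genes listed only by ID was not settled. 7SK was read from the gene snRNA:7SKa.

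Groups, designs, gene lists and most alternatives were fixed before the data were examined. The genes named in the text are those of the preset lists, the 2 genes on each side of *mimi*, the 10 with the highest mean CPM and the 10 with the smallest adjusted p for excess variability. Any other gene was chosen after its values were seen. The alternatives were TMM or DESeq2 scaling, other denominators, count minimums and pseudocounts, values per kilobase of exon, and fits that each left out 1 library. Thinning of the libraries to 1 depth for the variability fit, its fit without mitochondrial genes, a length-dependent offset per library (lowess with a span of 0.3) and random lists matched on exon length were chosen after seeing the data. In simulated counts with a length trend, the fit with the offset recovered 92.9% of 196 changed genes of 9049, against 89.3% of 197 without it. These counts also had no spread between genes beyond the fitted dispersion. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for all other steps.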

Results

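Polyadenylated RNA was sequenced from adult heads of wild-type *Drosophila* in 3 replicate libraries. The totals were 8332583 counts in replicate 1, 7349123 in replicate 2 and 6299265 in replicate 3, a 1.32-fold difference between the deepest and the shallowest. A single count was worth between 0.120 and 0.159 CPM, and the floor of 3 counts lay between 0.36 and 0.476 CPM. Per library, 9293 ± 117 genes (SD, n = 3) had at least 10 counts, and 11678 genes on average had at least 1 count. Over all libraries, 12909 genes had a count and 10100 were detected with at least 10 counts in sum. With the libraries thinned to the smallest total, 9194 genes per library reached 10 counts.

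Protein-coding genes took 89.9% ± 1.7 of counts (SD, n = 3), and mitochondrial genes took 5.90% ± 1.8. The mitochondrial share was 7.20% in replicate 1, 3.88% in replicate 2 and 6.62% in replicate 3. Long noncoding genes held 0.749% ± 0.021 and small noncoding genes 0.0116% ± 0.00083. Genes without a match in the annotation held 3.40% ± 0.13. Annotated ribosomal RNA genes outside the mitochondrion held 5.89e-05% ± 6e-05, with 1 of 113 such genes detected. These genes exist in many near-identical copies, so reads from them can be lost at the mapping step. Without the 10 most abundant genes, the mitochondrial share became 1.01%, the largest relative move of any class share. The 10 most abundant genes of each library took 11.3% ± 0.732 of its counts (SD, n = 3) and the 100 most abundant took 28.1% ± 1.09. By mean CPM the 10 highest were mt:lrRNA, ninaE, mt:CoI, Yp1, Arr2, Arr1, Yp3, mt:CoIII, Atpalpha and ninaC. They ranged from 4761 CPM ± 188 for ninaC to 34170 CPM ± 8963 for mt:lrRNA (SD, n = 3).

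The study named the lncRNA CR31451 *mimi* and described it as a polyadenylated RNA of fly heads. It also stated that mRNA sequencing of heads did not show *mimi*. In its tests, oligo-dT beads of another maker captured *mimi* efficiently, and the Illumina beads did so poorly. Bead-independent sequencing of 3' ends detected it too, and the study called its absence from Illumina data technical. The libraries here were made with the Illumina kit, and they bear on how many counts *mimi* has after Illumina capture. *mimi* (lncRNA:mimi, FBgn0051451) lies on chromosome 3R at 23983503 to 23985065, plus strand, in the dm6 coordinates. The annotation gives it 2 single-exon transcripts of 1063 and 1563 nucleotides with a common start and no coding sequence. On the same strand, CG31140 (FBgn0051140, 23963180 to 23983232) ends 270 bp upstream. AP-1sigma (FBgn0039132, 23958651 to 23962555, plus strand) lies beyond it. Downstream lie CG13603 (FBgn0039135, 23985213 to 23986569, minus strand) and CG5902 (FBgn0039136, 23986642 to 23988738, plus strand). In release 115, 0 exons of other counted genes overlapped the *mimi* exons on either strand. The study, however, described the 3' end of CG31140 as reaching into the *mimi* locus.

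**Figure D1:**
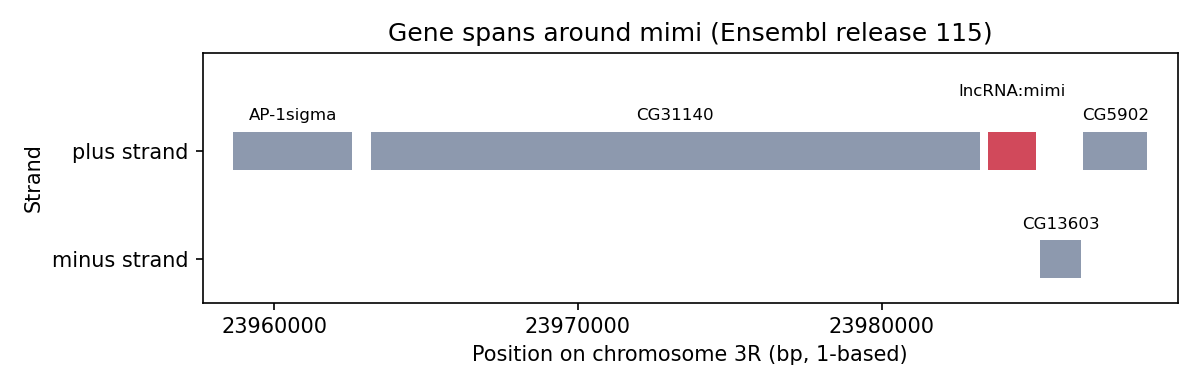
Spans of *mimi* (red) and of the 2 counted genes on each side (grey) along chromosome 3R, in bp, with the plus strand above the minus strand. The span of CG31140 ends 270 bp before *mimi* starts on the same strand, and no other span overlaps *mimi*.

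*mimi* was counted in every library. Replicate 1 had 1336 counts, or 160 CPM (Wilson 95% interval 152 to 169). Replicate 2 had 1078 counts, or 147 CPM (138 to 156), and replicate 3 had 970 counts, or 154 CPM (145 to 164). The mean was 154 CPM ± 6.83 (SD, n = 3), and the intervals of all 3 libraries overlapped. The alternative that moved it most was a denominator without mitochondrial genes, which gave 163 CPM. Among the 10100 detected genes, *mimi* exceeded 86.5% ± 0.783 (SD, n = 3), and 1377 genes had a higher mean CPM. Per kilobase of exon it reached 98.3 CPM ± 4.37 (SD, n = 3) and exceeded 92.8% of detected genes.

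*mimi* ranked 5 among 2262 long noncoding genes by mean CPM, of which 345 were detected, and it held the same place per kilobase. It accounted for 2.05% ± 0.0644 of long noncoding counts (SD, n = 3). The gene lncRNA:CR42862, named here after its values were seen, took 62.5% ± 0.743 of them at 4680 CPM ± 142. Below it came roX1 (lncRNA:roX1, FBgn0019661) at 618 CPM ± 35.2, noe (lncRNA:noe, FBgn0026197) at 241 CPM ± 2.66 and Hsromega (lncRNA:Hsromega, FBgn0001234) at 179 CPM ± 13.5. roX2 (lncRNA:roX2, FBgn0019660) lay lower, at 26.5 CPM ± 1.84. Per kilobase, Hsromega fell below *mimi* (8.23 against 98.3 CPM per kilobase), so the genes above *mimi* were not all the same on both scales. The median detected long noncoding gene had 1.31 CPM, and the median detected protein-coding gene had 28.3 CPM.

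The study reported binding of Stau, FNE, RBP9 and ELAV to *mimi*. The mRNAs of these proteins and several comparator RNAs are set against it here. In all 3 libraries, *mimi* was lower than the mRNAs of these partners. The log2 ratio was -0.67 ± 0.09 against stau (FBgn0003520, 244 CPM) and -1.11 ± 0.16 against fne (FBgn0086675, 332 CPM; SD, n = 3). It was -1.90 ± 0.03 against Rbp9 (FBgn0010263, 574 CPM) and -0.46 ± 0.12 against elav (FBgn0260400, 212 CPM). In release 115, stau lies on chromosome 2R (18117896 to 18125779, minus strand), Rbp9 on 2L (2954762 to 2968434, plus strand), fne on X (12917477 to 12950417, plus strand) and elav on X (509235 to 523226, minus strand). Each of these differences was larger than the spread between libraries. Per kilobase of exon all 4 changed sign, to 1.11 for stau, 1.51 for fne, 0.46 for Rbp9 and 2.32 for elav, because these mRNAs have 5369 to 10715 annotated exon bases. The direction therefore depends on whether molecules or sequenced bases are compared.

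Against the comparators, *mimi* was lower than RpL32 (log2 ratio -1.96 ± 0.27), CaMKII (-1.77 ± 0.22), CG31140 (-1.14 ± 0.15) and chic (-0.66 ± 0.07; SD, n = 3) in 3 of 3 libraries. It was higher than Sytalpha by 1.05 ± 0.08 and higher than 7SK by 6.33 ± 0.27 in 3 of 3 libraries. Per kilobase, the sign changed for CG31140 (1.14) and chic (0.10). RpL32 stayed higher than *mimi* per kilobase (-2.93). CaMKII was higher in the mean and in 2 of 3 libraries, and its ratio of -0.21 was within 1 SD (0.22) of 0. For each of the 10 comparisons the two-sided exact sign-flip permutation p was 0.25, the smallest that 3 libraries allow, and 0.25 after Benjamini-Hochberg adjustment.

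**Figure D2:**
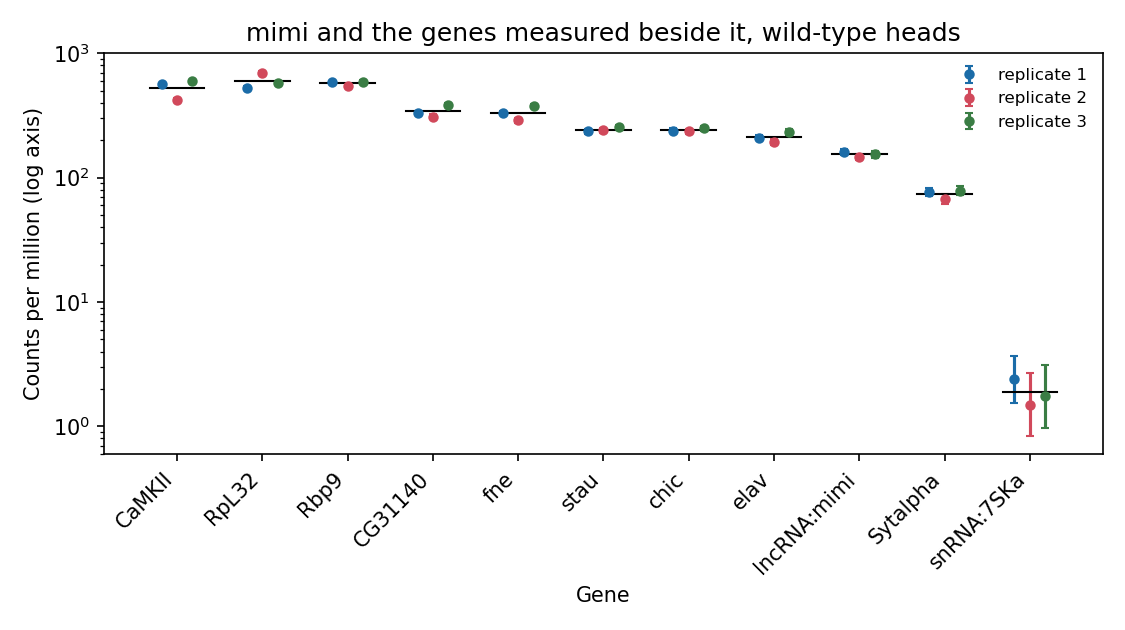
CPM on a log axis for *mimi* and the 10 genes set against it, with 1 point per library, its Wilson 95% interval, and a black line at the mean of the 3 libraries. *mimi* sits at 154 CPM, between elav at 212 and Sytalpha at 74.4, and 7SK lies far lower at 1.88.

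RNAs that lack a poly(A) tail give the background of an oligo-dT library. Of 31 snRNA genes, 4 were detected, with a median of 0.769 CPM ± 0.15 (SD, n = 3), and of 258 snoRNA genes, 17 were detected, with a median of 0.718 CPM ± 0.11. The level of *mimi* was at least 66.8 times that of the highest snRNA gene and at least 40.4 times that of the highest snoRNA gene in each library. With genes of at least 1 count included, the medians fell to 0.112 CPM for snRNA and 0.138 CPM for snoRNA. 7SK, the highest snRNA gene, had 20, 11 and 11 counts. All 111 replication-dependent histone genes were listed at 0 in every library. Histone genes and many snRNA genes occur in near-identical copies whose reads the counting can discard, and most small RNAs are shorter than the fragments such libraries retain, so these low values do not measure poly(A) selection alone.

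The RNAs that the study classed as *mimi* granule components numbered 352, and 348 were in the table. Of these, 61 had a mean count of 10 or lower. The others had a median log2(CPM + 1) of 5.14 ± 0.05 (SD, n = 3). The median of their mean values, 5.11, lay at the 71.0th percentile of 10000 random lists from 9271 genes, whose median was 5.02. The list thus did not stand apart from other expressed genes. The alternative that moved it most was the value per kilobase, 3.92, which lay at percentile 74.6. 16.4% of these RNAs had a higher mean CPM than *mimi*. Among genes of proteins the study placed in the granules, Hk, Shab, rut and dnc were above *mimi*, and the lowest of them was dnc at 259 CPM ± 21.0 (SD, n = 3). BicD (133 CPM ± 5.50), klg (105 CPM ± 2.01), Atox1 (71.7 CPM ± 4.79) and Usp14 (55.2 CPM ± 13.2) were below it. Per kilobase of exon, Hk, Shab, rut and dnc also lay below *mimi* (98.3), from 15.5 for dnc to 42.3 for Hk.

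Across the 12909 genes with a count, Pearson's r of log2(CPM + 1) was 0.995 for replicates 1 and 2, 0.996 for replicates 1 and 3 and 0.993 for replicates 2 and 3. Spearman's rho was 0.986, 0.988 and 0.984 for the same pairs. With a pseudocount of 0.1 the lowest r became 0.980. The counts differed by more than sampling noise in each pair, with a chi-square per degree of freedom of 18.1 for replicates 1 and 2, 16.4 for replicates 2 and 3 and 5.02 for replicates 1 and 3. No library was therefore a second deposit of another. The biological coefficient of variation was 0.10 (3 libraries), and without replicate 2 it was 0.0704.

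In edgeR's quasi-likelihood fit, 29 of 9049 genes had replicates that differed more than those of genes of like abundance at an adjusted p under 0.05, and 420 did at an unadjusted p under 0.05. Of the 29, 25 were highest in replicate 2, 3 in replicate 1 and 1 in replicate 3, and 20 were lowest in replicate 3, 6 in replicate 1 and 3 in replicate 2. The 10 smallest adjusted p-values (Benjamini-Hochberg) ran from 0.00404 to 0.0125. They belonged to BomBc1, CG5172, the gene listed only as FBgn0010381, mt:ND3, Sclp, CG17754, TotC, CG11413, Lsp2 and Amy-p. BomBc1 (FBgn0034328) had TMM-scaled values of 32.3, 138 and 10.6 CPM in replicates 1, 2 and 3. CG5172 (FBgn0030830) had 104, 362 and 34.8 CPM. mt:ND3 (FBgn0013681) went the other way, with 231, 34.2 and 204 CPM. Lsp2 (FBgn0002565) was low in replicate 3 only, with 153, 127 and 31.3 CPM. The other 6 spanned 3.94-fold to 11.9-fold and were highest in replicate 2. The count depended on the libraries used, with 55 genes called without replicate 1, 57 without replicate 2 and 44 without replicate 3. Those called without replicate 2 included 11 of the 29. *mimi* itself did not stand out (edgeR p 0.482, adjusted p 0.992).

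**Figure D3:**
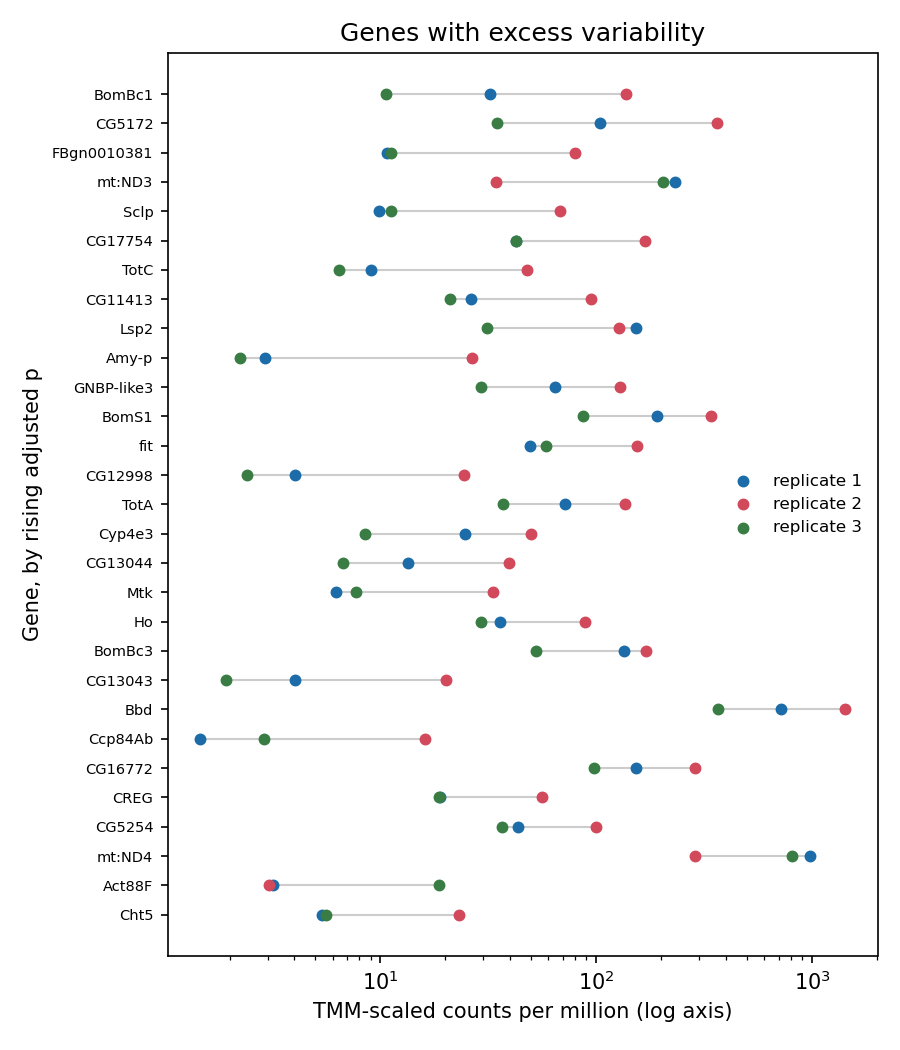
TMM-scaled CPM on a log axis for the 29 genes with excess variability, 1 row per gene in order of rising adjusted p, with 1 point per library and a grey line from lowest to highest. Replicate 2 (red) is the highest of the 3 points in 25 of the 29 genes.

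Of the 94 genes of the preset lists in the table, 78 were tested, and 2 were called over all genes: Mtk (adjusted p 0.0182, edgeR) and Act88F (adjusted p 0.0375, edgeR). Adjusted over the list alone, with all lists pooled, the count was also 2. Adjusted over the list alone for the 5 tested antimicrobial genes, 3 were called. Mtk had 6.12 CPM in replicate 1, 34.0 in replicate 2 and 7.62 in replicate 3. Act88F had 3.12, 3.13 and 18.4 CPM.

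The preset lists asked whether the libraries differed in composition. The yolk protein genes Yp1, Yp2 and Yp3 were highest in replicate 2, with a log2 range of 0.57 over libraries at the 95.1st percentile of matched lists. Those lists could draw abundant mitochondrial genes such as mt:lrRNA and mt:CoI, which were lower in replicate 2. The percentile therefore depends in part on them. Scaled by total counts the percentile was 97.4, without replicate 1 it was 91.9, and without replicate 2 the range was 0.13 and lay inside the matched lists. The antimicrobial list, with 6 detected members at low counts, had a range of 0.69 (percentile 99.9). The list was lowest in replicate 1, without which the range was 0.01 (percentile 2.71). That small range does not show that replicates 2 and 3 were alike, because members offset each other. Mtk, AttC and Dro were lower in replicate 3 than in replicate 2, and AttB, DptA and DptB were higher. Mtk had 34.0 CPM in replicate 2 and 7.62 in replicate 3, and DptB had 1.77 and 4.45. The thoracic muscle list had a range of 0.50 (percentile 98.6), highest in replicate 3. Without replicate 3 the range was 0.14 (percentile 71.8), and with a pseudocount of 0.1 the percentile was 93.2. The roX genes (range 0.205, percentile 69.6), the clock genes (0.11, percentile 75.4), the heat shock genes (0.13, percentile 30.9), the neuropeptide genes (0.08, percentile 65.7) and the photoreceptor genes (0.07, percentile 30.3) stayed inside the matched lists. Some of these ranges also shrank by over 1.5 times when 1 library was left out. The roX range became 0.08 without replicate 2 and 0.116 without replicate 3. The heat shock range became 0.05 without replicate 3 and 0.068 without replicate 1. Without replicate 1 the range was 0.01 for the clock genes and 0.004 for the neuropeptide genes. Without replicate 3 it was 0.01 for the photoreceptor genes. Hsp70 genes, the cecropins and the attacins are families of near-identical copies, and counts of single members are uncertain.

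Mitochondrial genes differed between libraries by unequal amounts. Of 15 detected mitochondrial genes, 11 were lower in replicate 2 than in the mean of replicates 1 and 3, and 4 were higher. Among the 12 genes with at least 200 counts in each library, the log2 ratio ran from -2.61 for mt:ND3 to 0.63 for mt:ND2, with an SD over genes of 0.78. The SD for replicate 1 against replicate 3 over the same genes was 0.07. Over all 15 the 2 SDs were 1.133 and 0.259. mt:lrRNA, the most abundant, had a ratio of -0.72.

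**Figure D4:**
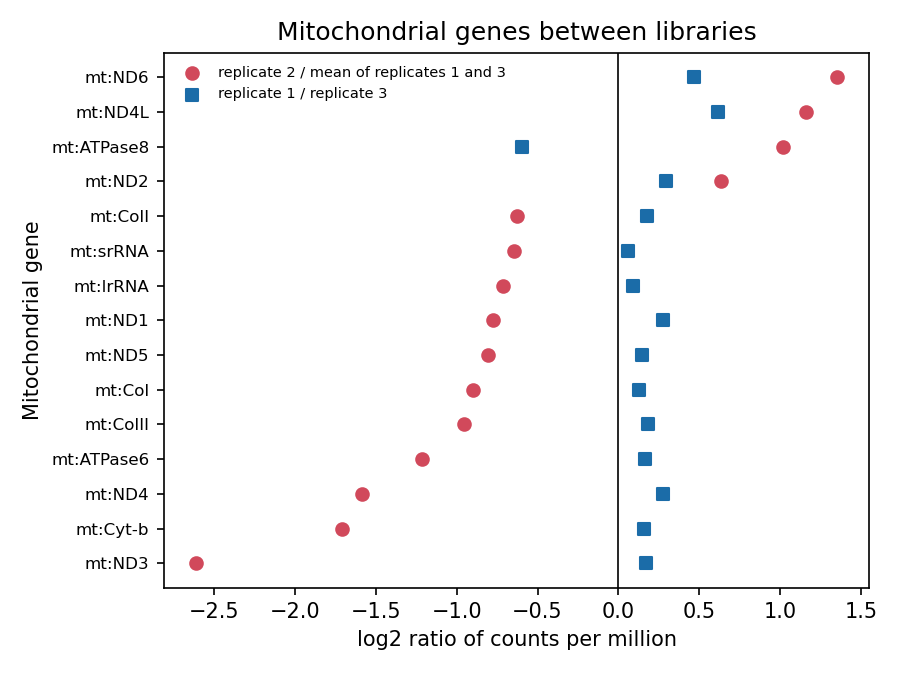
log2 ratios of CPM for the 15 detected mitochondrial genes, with circles for replicate 2 against the mean of replicates 1 and 3 and squares for replicate 1 against replicate 3. The circles run from -2.61 to 1.35, and the 3 lowest-count genes (mt:ATPase8, mt:ND4L and mt:ND6) are among those above 0.

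The series text and the methods of the study name different wild-type strains, and the white gene bears on this. The white gene (w, FBgn0003996, chromosome X, 2790599 to 2796466, minus strand) had 379, 317 and 298 counts, or 45.3 CPM ± 2.09 (SD, n = 3). The Wilson 95% intervals were 41.1 to 50.3 CPM in replicate 1, 38.6 to 48.2 in replicate 2 and 42.2 to 53.0 in replicate 3. Its level was 45.3 CPM under TMM and DESeq2 scaling too.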

Values the study reported

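The study described *mimi* as an lncRNA of about 1 kb. In total RNA-seq tracks of fly heads around the *mimi* locus, it used a display range of 0 to 1864 RPKM. It associated 352 mRNAs and 297 proteins with *mimi* granules.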

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

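Besides the values as reported, 186 alternative values of 34 results were computed. Of these, 143 stayed within the spread between replicates or, for counts of genes, within 1.5 times. Among the 84 that did not leave out a library, 56 did so. No paired analysis was possible because all libraries belong to 1 group. Causes of the changes below were not tested unless stated.

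Dividing by exon length, which turns shares of sequenced fragments into shares of molecules, changed the sign of the log2 ratio of *mimi* to stau (1.11), fne (1.51), Rbp9 (0.46), elav (2.32), CG31140 (1.14) and chic (0.10). The ratio kept its sign but moved for RpL32 (-2.93), CaMKII (-0.21), Sytalpha (2.08) and 7SK (4.51). *mimi* then exceeded 92.8% of detected genes, and the medians became 3.51 CPM per kilobase for snRNA, 5.15 for snoRNA and, on the log2 scale, 3.92 for the granule RNAs. All annotated exons were counted in the length, and the isoforms in use were not measured.

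The choice of genes set the rank of *mimi* at 89.4% among genes with at least 1 count and 84.9% among genes with at least 10 counts in every library. The background medians became 0.112 CPM for snRNA and 0.138 CPM for snoRNA with genes of at least 1 count, since genes near 0 enter. Without mitochondrial genes in the denominator, *mimi* rose to 163 CPM by construction. Without the 10 most abundant genes, 3 of which are mitochondrial, the shares became 94.3% for protein-coding, 1.01% for mitochondrial, 0.844% for long noncoding and 0.013% for small noncoding genes. TMM and DESeq2 scaling left the levels of *mimi* and white within the spread between replicates.

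The lowest Pearson correlation became 0.980 with a pseudocount of 0.1 and 0.989 over genes with at least 10 counts in every library, and the lowest Spearman correlation became 0.989 over the latter. Across the 3 fits that each left out 1 library, the lowest Pearson correlation ran from 0.993 to 0.996, the lowest Spearman correlation from 0.984 to 0.988 and the biological coefficient of variation from 0.0704 to 0.121. The lowest coefficient came without replicate 2.

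The count of genes with excess variability was 118 with no filter on low counts, where 12909 genes were tested, and 107 as DESeq2 dispersion outliers. Both sets held all 29 genes. Leaving out 1 library gave 44 to 57 genes, with 29 of the 29 called without replicate 1, 25 without replicate 3 and 11 without replicate 2. DESeq2 scaling gave 30 genes and a minimum of 10 counts in every library gave 30, each with the 29 among them. Of the alternatives chosen after seeing the data, thinning gave 37 genes, leaving out mitochondrial genes gave 31 and the length offset gave 34.

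Across the same 3 fits, the log2 range of the preset lists ran from 0.13 to 0.58 for the yolk protein genes, 0.08 to 0.20 for the roX genes, 0.011 to 0.12 for the clock genes and 0.007 to 0.69 for the antimicrobial genes. It ran from 0.052 to 0.13 for the heat shock genes, 0.004 to 0.081 for the neuropeptide genes, 0.007 to 0.072 for the photoreceptor genes and 0.14 to 0.50 for the thoracic muscle genes. The clock genes reached percentile 95.03 without replicate 2. The lowest range came without replicate 2 for the yolk protein and roX genes, without replicate 1 for the clock, antimicrobial and neuropeptide genes, and without replicate 3 for the others. With random lists matched on exon length too, an alternative chosen after seeing the data, the percentiles were 95.5 for the yolk protein genes, 98.2 for the antimicrobial genes and 98.6 for the thoracic muscle genes.

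The depth limits statements on single genes near the floor, such as the cecropins and the snRNA genes.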

Other observations

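The tests on transcript length, the Cpr family, opposite clock phases, Act88F, the thoracic muscle genes in replicate 2, mitochondrial genes and the white gene were chosen only after the results were seen, as were the use of the shortest CG31140 transcript and the count of overlapping exons on both strands in place of 1. Thinning to 1 depth was chosen after seeing the data. The preset gene lists were fixed before the data were examined, but their use here as tests of explanations was not. That use and the other tests were chosen after the files had been opened but before the results they measure were seen. For CG31140, overlapping genes, RNA without a poly(A) tail and the clock list the reading set at that point would have argued against the explanation, and it was relaxed afterwards for the reasons given at each. The design has 1 group, so no explanation that compares conditions was tested.

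*mimi* was counted at 154 CPM in oligo-dT libraries, although the study did not see it in mRNA sequencing of heads and found that the Illumina beads captured it poorly. Whether these counts are *mimi* molecules was not settled. Loss of reads to an overlapping gene could only lower the count, so it cannot account for the counts seen. Whether such loss lowered them stays open. 0 exons of other counted genes overlap it in the annotation used here, but this is not the release of the study, which described the 3' end of CG31140 as reaching into the locus. Read-through from CG31140 stays open for the same reason. The counts per kilobase of *mimi* were at least 1.96 times those of CG31140 in each library. With the length of the longest CG31140 transcript (6852 bases) in place of all its exons, the ratio was 1.76 to 2.13. With the shortest (1811 bases) it was 0.466 to 0.563. The CG31140 transcripts in use were not measured, and counts per gene do not show where along a transcript the reads lie. Carry-over of RNA without a poly(A) tail also stays open for these libraries. The study itself concluded that *mimi* is polyadenylated, from bead-independent sequencing of 3' ends and from efficient capture on other oligo-dT beads. Those data were not analysed here. *mimi* was at least 66.8 times the highest snRNA gene in each library, but small and multi-copy RNAs are lost for other reasons, and the amount of *mimi* in total RNA was not analysed here. How efficiently *mimi* was captured was therefore not measured.

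The level of *mimi* here was 98.3 CPM per kilobase. That is lower than the top of the display range quoted from the study above, which the study also gave as the signal of *mimi* itself and which comes from total RNA.

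Most genes with excess variability were highest in replicate 2 (25 of 29), and most were lowest in replicate 3 (20 of 29). A difference in depth was argued against, since thinning to 1 depth kept 29 of the 29. Exon length was a real trend. Across 8851 nuclear genes, the log2 ratio of a library to the mean of the others had a Spearman correlation with exon length of -0.03 in replicate 1, -0.33 in replicate 2 and 0.36 in replicate 3. In replicate 3 the median ratio was -0.09 for the shortest 20% of genes and 0.12 for the longest 20%. As the whole source of the calls it was argued against, because 27 of the 28 that have a length were still called after a length-dependent offset per library. Genes are not independent replicates, and the source of the trend was not tested.

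Time of day stays open. The difference between per, tim and vri on one side and Clk and cry on the other had a log2 range of 0.19, at percentile 55.0 of matched gene sets, whose median range was 0.18. When matched sets were shifted in 1 library, 99.8% passed the 95th percentile with a log2 shift of 1, 74.5% with 0.5 and 16.7% with 0.25, so a small difference in phase would be missed. The clock list as a whole (percentile 75.4) decides nothing, because members of opposite phase cancel. RNA from the thorax stays open for the calls as a whole. The thoracic muscle list had a range over libraries at percentile 98.6, past the limit set beforehand, and its highest value was in replicate 3. That list holds Act88F, itself called and highest in replicate 3, so the percentile is not separate from that call. A large share of thoracic muscle RNA was argued against for the genes highest in replicate 2, and a small share stays open. The list was lowest there, and Act88F had 3.12 CPM in replicate 1 and 3.13 in replicate 2 (26 and 23 counts). TpnC4 had 1.92 and 1.905 CPM (16 and 14 counts), and fln had 2 counts in each. The log2 difference of the list between replicate 2 and the mean of the others was -0.32, but most of this came from the high value in replicate 3. Without replicate 3 the list was still lower in replicate 2, by 0.14 (percentile 71.8), which is inside the matched lists. For Act88F, which was higher in replicate 3, thoracic RNA stays open. Of the 5 other thoracic muscle genes, 1 (fln, with 10 counts in sum) was higher in replicate 3 than in both other libraries, while up and Mhc are also abundant in these heads at 661 and 3592 CPM, which would hide a small share.

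A different share of females stays open as a candidate explanation. The yolk protein genes were highest in replicate 2 at the 95.1st percentile, barely past the limit set beforehand, and the roX genes were lowest there, but at percentile 69.6. A different share of freshly eclosed flies also stays open. The 30 detected genes of the Cpr cuticle protein family had a log2 range of 0.26 (percentile 99.6, and 97.8 when matched on length too). That range came from a lower value in replicate 3, the library in which most calls were lowest. Without replicate 3 the range was 0.06 (percentile 66.5). The 12 Bom genes, a family chosen because its members were among the calls, had a range of 1.37, with the order replicate 2, replicate 1, replicate 3. The range was 1.375 without replicate 1, 0.794 without replicate 2 and 0.589 without replicate 3. The Bom family was not used as a test of the share of females or of freshly eclosed flies. A difference in immune state, which the antimicrobial list was set to ask about, was not tested as a source of the calls.

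Replicate 2 had fewer mitochondrial counts, and 1 uniform loss was argued against. Over the 12 genes with at least 200 counts per library, the log2 ratio to the other libraries had an SD of 0.78, against 0.07 between replicates 1 and 3. Over all 15 detected genes, 3 of which have few counts, the SDs were 1.133 and 0.259. mt:ND3, mt:Cyt-b and mt:ND4 fell most, at -2.61, -1.71 and -1.59, while mt:ND2 rose. What separates these genes was not tested.

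The strain was not settled by the white gene. Its lowest count in a library was 298, far above the floor of 3 counts, but no library of known w1118 genotype was analysed here, and counts per gene do not show which exons the reads cover.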
